A study of Mus musculus with 60 samples.

How the data were processed

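Chromatin was profiled in the lumbar dorsal root ganglia of mice, the clusters of sensory neurons whose axons form the sciatic nerve, 24 hours after 1 of 4 surgeries. These were sciatic nerve axotomy (SNA), a sham operation on the sciatic nerve (Sham), axotomy of the dorsal columns of the spinal cord (DCA) and laminectomy without axotomy (Lam). Chromatin immunoprecipitation and sequencing (ChIP-seq) covered 3 histone marks: H3K9ac and H3K27ac, which are found at active promoters and enhancers, and H3K27me3, which is found in repressed chromatin. ATAC-seq, which marks DNA that a transposase can reach, was the remaining assay. The labels list 60 samples, made up of 24 ChIP samples, 24 input controls and 12 ATAC samples. Each mark and surgery had 2 ChIP samples and 2 inputs, each from a pool of 10 mice, and each surgery had 3 ATAC samples of 1 mouse each. Every sample was placed in its group by its labels.

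The authors deposited 1 peak list for each assay and surgery, 16 in all, and per the labels each was made from all replicates of a condition pooled. A list therefore has no replicate error, and no value below carries a standard deviation or a p-value between conditions. Peaks are not replicates, so no p-value was computed across them. The aligner, the peak caller, its settings and the genome build are not stated in the labels used here. The H3K9ac, H3K27ac and ATAC lists have the layout of narrow peaks and the H3K27me3 lists that of broad peaks.

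The deposited lists give an integer display score, which in the narrow lists equals 10 times the −log10 p rounded down and capped at 1000. In the broad lists it follows the −log10 q in the same way. It was not used further. The deposited fold enrichment is a linear ratio of a peak over the background that the authors' peak caller estimated. The deposited −log10 p and −log10 q values are those of the authors' caller. Fold enrichment, −log10 p and −log10 q belong to each peak of its own list, and they were used only to describe, rank or filter peaks within that list, and to recover its background level. In the ATAC lists an interval with several summits is repeated, and such repeats were collapsed to the summit with the highest −log10 p. All collapsed lists were free of overlapping peaks. The lists hold chromosomes 1 to 19, X and Y only. Peak names carry a rank, and the highest rank exceeded the number of lines in all 16 lists, so each list is a part of a longer ranked one. The rule by which peaks were removed is not stated.

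The files hold peaks and not read totals, so the depth of a sample is unknown. For the 12 narrow lists an effective depth was recovered from the peaks themselves. Fold enrichment was taken as (pile-up + 1)/(background + 1) and p as the upper Poisson tail of the pile-up at that background. With a single scale factor per list, the deposited −log10 p then had to match within 0.003 for a whole number of reads. It matched for between 99.98% and 100% of the peaks of each list. The background level of a list was taken as the lowest level shared by at least 5% of its peaks. It was divided by the smallest peak width of the list to give reads per kb, so that value depends on this width.

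Gene symbols came from a RefSeq gene table for the assembly GRCm38.p6 with 21887 protein-coding genes on the named chromosomes. Because the files do not name their build, the match was checked from the data. Of the gene ends, 15.2% lay within 100 bp of an H3K9ac Sham peak, against 3.26% or less when the ends were moved by 10000 bp or more, and for ATAC the shares were 30.6% and at most 7.08%. On 20 of 20 chromosomes the ATAC share was highest with no offset. Peak coordinates are those of the files, counted from 1. The table gives no strand and no exons, so both ends of a gene were used in place of the transcription start site fixed in the design, and exon, intron and untranslated region were not assigned.

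Peaks of 2 lists were counted as shared when they overlapped by at least 1 bp. Each injury was set against its own control (SNA against Sham, DCA against Lam), and Lam against Sham, neither of which had an axotomy, gave the background measured the same way. The share expected by chance came from moving a list by 1 Mb. Regions were made by merging the 4 lists of an assay. Peaks were called at a gene end within 1 kb of either end of a protein-coding gene, otherwise in a gene or between genes. Shares have Wilson 95% intervals, which cover counting error only. The net peak number of a gene list is the number of peaks in the injury list minus that in the control list within the genes and 10 kb on either side. Its percentile was taken among 10000 random lists of the same size, matched on decile of mean peak number over the 4 lists of the assay. A percentile of at least 97.5 or at most 2.5 was taken as outside the bounds. It describes these lists and is not a test of the conditions. All symbols of the 4 gene lists were found in the gene table.

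The comparisons, the gene lists, the rule for named peaks and a set of alternatives were fixed before the data were examined. The rule named, for each assay and injury comparison, the injury-only and the control-only peak with the highest −log10 p on chromosomes 1 to 19 and X with no peak of the other list within 1 kb, and the genes Atf3, Jun, Sox11, Sprr1a, Gal and Gap43. These alternatives were a reciprocal overlap of 50%, a gap of 1 kb, a −log10 q of at least 5, equal list sizes, the 5000 strongest peaks of a list, every sequence in the files, wider windows and an overlap of 50% of the queried peak. A stricter list of fewer than 100 peaks gave no share. Added after the data were seen were depth matching, in which pile-up and background were scaled to the lowest background of the assay and peaks kept at the assay's highest minimum −log10 p, and a limit to peaks overlapping an ATAC peak of any surgery. Depth matching used the background level before its division by peak width. Leaving out a replicate was not possible with pooled lists.

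The code was tested on simulated data. In a simulated copy of the H3K9ac Sham list of 50332 peaks, 100% of the 14847 removed and 100% of the 5000 added peaks were found. In 2665 simulated narrow peaks made with a scale of 0.4 and a background of 2, the recovered background was 2.00. For ATAC SNA against Sham over 21887 genes, 6.1% of 1000 unchanged random lists fell outside the bounds, and 94.0% of 50 lists with 2 peaks added per gene lay above the upper bound. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.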

Results

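The peak lists of dorsal root ganglia 24 hours after sciatic or spinal axotomy were compared to ask where histone acetylation, H3K27me3 and chromatin accessibility differed from the matching control surgery, and whether the peripheral and the central injury changed the same places. The 16 lists, 1 per assay and surgery, pooled 2 ChIP samples or 3 ATAC samples each, so no difference below has a replicate check. The largest half-width of a 95% Wilson interval on a share of a whole list was 0.463 percentage points in the list comparisons, which covers counting error only.

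The H3K9ac lists held 50332 peaks in Sham, 74652 in SNA, 50667 in Lam and 89647 in DCA. The H3K27ac lists held 43803, 75824, 67311 and 46489 peaks in the same order. For H3K27me3 the numbers were 122953, 141635, 154055 and 90011, and for ATAC 153556, 174605, 158160 and 164365. On the log2 scale, the H3K9ac list of SNA was larger than that of Sham by 0.57 and that of DCA larger than that of Lam by 0.82, while that of Lam over Sham was 0.01. For H3K27ac the ratio was 0.79 for SNA over Sham and −0.53 for DCA over Lam, and it was 0.62 between the control lists. For H3K27me3 the ratios were 0.20 and −0.78, with 0.33 between the controls. With all peaks the injury ratios were smallest for ATAC, at 0.19 and 0.06, with 0.04 between the controls. With all peaks the H3K27ac ratio of DCA over Lam was smaller in size than that between the control surgeries, and the ratio of SNA over Sham was larger. A −log10 q of at least 5 moved these numbers most. It left 128 H3K27me3 peaks in Sham and 1 in DCA. For H3K9ac the log2 ratios then were 1.91 for SNA over Sham, 2.59 for DCA over Lam and 1.73 for Lam over Sham, so the control lists also differed. For ATAC they were 0.73, 0.36 and −0.021 in the same order. For H3K27ac they were −0.78 for DCA over Lam and 0.49 for Lam over Sham, so the DCA ratio was then the larger in size. This limit left 25221 H3K27ac peaks in Sham and 24680 in SNA, a log2 ratio of −0.031. The SNA ratio of ATAC was thus no longer the smallest, and the larger size of the H3K27ac SNA list did not hold there. It held among peaks with a q of at most 0.05 (log2 ratio 0.75), with matched depth (0.79) and among peaks overlapping an ATAC peak (0.77). H3K27me3 peaks limited to those overlapping an ATAC peak gave −0.038 for SNA over Sham.

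**Figure D1:**
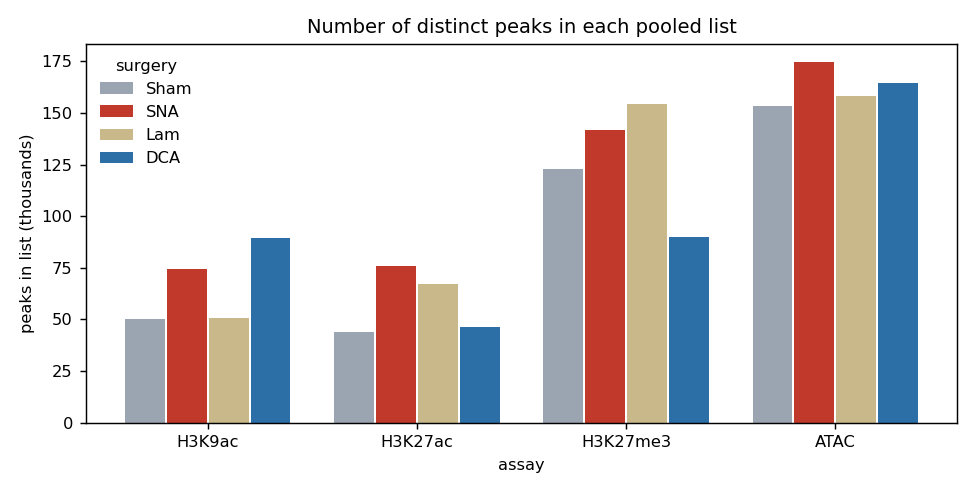
Number of distinct peaks (vertical axis) in the pooled list of each assay (horizontal axis) and surgery (bar colour), 1 list per bar. The H3K9ac list is larger in both injuries than in their controls, from 50332 to 74652 and from 50667 to 89647 peaks, whereas the H3K27ac list is larger in SNA than in Sham and smaller in DCA than in Lam.

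Peak strength and width differed between assays. Median peak width was 440 bp in the H3K9ac Sham list, 524 bp in H3K27ac Sham, 972 bp in H3K27me3 Sham and 434 bp in ATAC Sham, and the lists covered 27.8, 28.0, 178.0 and 78.8 Mb. The authors' median fold enrichment in the same lists was 3.39, 4.30, 1.11 and 1.98. Most peaks of the H3K27me3 lists as deposited were weak. Of the 5000 highest ranks in the peak names, 46.26% were kept in Sham, 46.3% in SNA, 53.7% in Lam and 34.2% in DCA, against 96.6% or more in the other assays. Whether the ranks follow peak strength was not checked, so these shares do not show that strong peaks were removed. The 5000 strongest H3K27me3 peaks are the strongest of those in the deposited lists. Among all H3K27me3 peaks, only 1613 in Sham, 218 in SNA, 916 in Lam and 43 in DCA had a q of at most 0.05, and the median −log10 q was 0 in SNA, Lam and DCA. The depth of the H3K27me3 lists is unknown, and most of their peaks could not be told from background at that q.

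The effective depth recovered from the narrow lists also differed. The background was 7.87 reads per kb for H3K9ac in Sham, 10.9 in SNA, 15.6 in Lam and 26.0 in DCA. These lists had ChIP reads scaled down by factors of 0.315, 0.40005, 0.610 and 0.918. Before that scaling the background lay between 25.0 and 28.3 reads per kb in all 4 H3K9ac lists. For H3K27ac it was 12.5 reads per kb in Sham, 12.5 in SNA, 14.7 in Lam and 10.3 in DCA, and only the SNA list was scaled, by 0.759, from 16.4 reads per kb. For ATAC it ranged less, with 107.9 in Sham, 115.2 in SNA, 114.9 in Lam and 122.5 in DCA.

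The first comparison asked which peaks were present after an injury and absent from its control list. For H3K9ac, 49.5% of the SNA peaks had no overlapping Sham peak and 22.02% of the Sham peaks had none in SNA. The same shares were 61.8% for DCA and 18.5% for Lam. Between the control lists they were 40.8% of Lam and 43.2% of Sham peaks, so with all peaks the injury-only shares exceeded this background and the control-only shares fell below it. This did not hold under every alternative. With equal list sizes 39.4% of SNA peaks were unmatched, below the 40.8% of Lam peaks between the controls, while DCA stayed above at 45.9%. Among the 5000 strongest peaks, 2.38% of SNA and 2.34% of DCA peaks were unmatched against 6.92% of Lam peaks. With a −log10 q of at least 5, SNA at 79.4% was within counting error of Lam at 78.6%. With a reciprocal overlap of 50%, the Lam-only share against DCA, 68.5%, was above the 66.2% of Lam against Sham. For H3K27ac the injury-only share was 65.3% and the control-only share 42.6% after sciatic axotomy, against 27.9% and 53.4% after spinal axotomy. Between the control lists 54.4% of Lam and 28.9% of Sham peaks were unmatched. Both shares of SNA against Sham lay above these, and the shares of DCA against Lam were close to them with the direction turned round. For H3K27me3 the shares were 70.5% and 68.7% for SNA and Sham, 61.6% and 78.9% for DCA and Lam, and 68.9% and 64.2% for Lam and Sham. For ATAC they were 59.6% and 53.8%, 57.9% and 55.6%, and 59.4% and 58.4% in the same order. With all peaks the highest ATAC share, 59.6% of SNA peaks, was close to the 59.4% of Lam peaks between the controls. With a −log10 q of at least 5 the injury-only shares were above that background, at 57.3% of SNA and 48.2% of DCA peaks against 38.4% of Lam and 39.3% of Sham peaks. The control-only shares, 29.3% of Sham and 33.4% of Lam peaks, then lay below it. The injury lists were also larger there, with 35056 SNA against 21157 Sham peaks and 26768 DCA against 20850 Lam peaks, so list size could not be set aside. With equal list sizes, taken without that limit, 57.3% of SNA and 57.4% of DCA peaks were unmatched. Between the controls 58.8% of Lam and 58.97% of Sham peaks then were. Moving a list by 1 Mb left between 81.0% and 97.0% of peaks unmatched. For H3K27me3 that chance value was between 81.0% and 90.7%, above the observed share in each list, such as 83.3% against 61.6% for DCA and 90.5% against 78.9% for Lam.

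SNA and DCA were also set against each other. Of the SNA peaks, 28.3% of H3K9ac, 62.4% of H3K27ac, 77.6% of H3K27me3 and 55.6% of ATAC had no DCA peak. Of the DCA peaks, 45.6%, 38.2%, 62.0% and 53.0% had no SNA peak. Among the 5000 strongest H3K27ac peaks the order turned round, with 9.84% of SNA and 67.2% of DCA peaks unmatched.

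The largest move of a single share came from querying only the 5000 strongest peaks of a list. For H3K27me3 a reciprocal overlap of 50% moved the shares more, to 92.1% of SNA and 90.1% of DCA peaks, and so it did for control-only H3K9ac peaks, to 55.6% of Sham and 68.5% of Lam peaks. The same held for some H3K27ac shares. That of DCA peaks against Lam moved from 27.9% to 59.9%, and that of Sham peaks against Lam from 28.9% to 56.9%. Among the 5000 strongest peaks, 0% of the SNA (upper bound 0.0768%), 0.02% of the Sham, 0% of the DCA and 0.04% of the Lam ATAC peaks were unmatched, and 2.38%, 1.80%, 2.34% and 0.30% of the H3K9ac peaks. H3K27ac stood apart. Of the 5000 strongest Sham peaks, 81.9% had no SNA peak, while 9.48% had no Lam peak. In the other direction 14.2% of the strongest SNA peaks had no Sham peak. DCA and Lam differed in 6.78% and 5.72% of their strongest H3K27ac peaks. For H3K27me3 between 68.5% and 81.8% of the strongest peaks stayed unmatched in the injury comparisons.

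**Figure D2:**
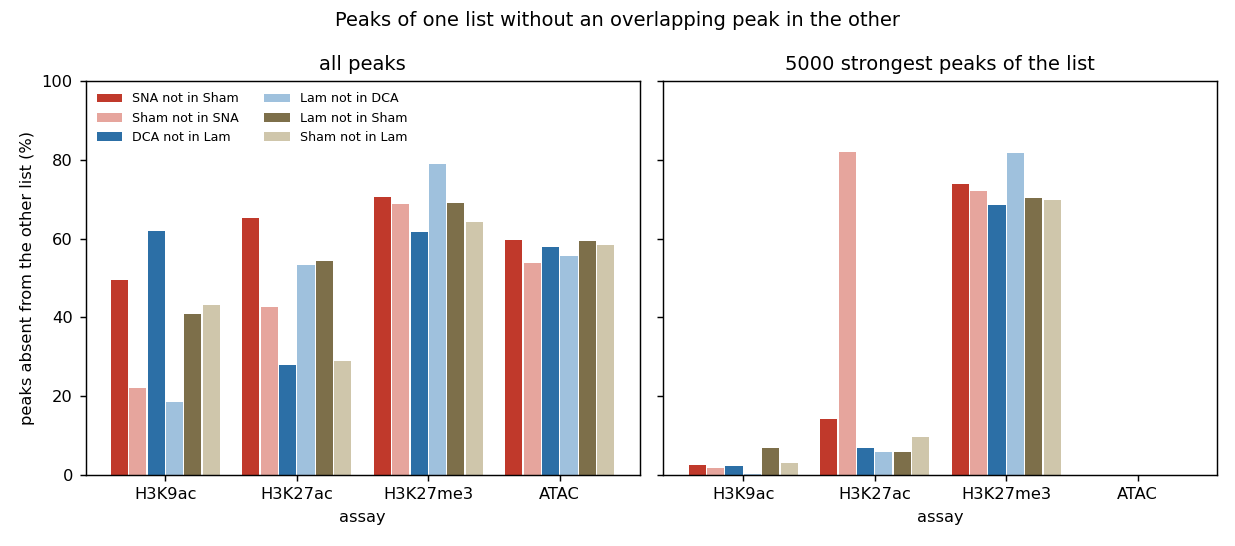
Peaks of a list without an overlapping peak in the other list (percent, vertical axis) for each assay, with all peaks on the left and the 5000 strongest peaks of the queried list on the right; each bar is 1 list comparison. With SNA against DCA left aside, at most 0.04% of the strongest peaks are unmatched for ATAC and 6.92% for H3K9ac. By contrast, 81.9% of the strongest H3K27ac Sham peaks have no SNA peak.

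The strongest H3K27ac peaks differed in place as well. Of the 5000 strongest, 22.02% overlapped an ATAC peak of the same surgery in Sham (interval 20.9% to 23.2%), 58.5% in Lam, 35.5% in DCA and 88.3% in SNA (87.4% to 89.2%). A gene end lay within 1 kb of 11.6% in Sham, 38.6% in Lam, 21.7% in DCA and 58.9% in SNA. Of the strongest Sham peaks 90.5% were in the Lam list and 91.7% in the DCA list, 18.1% in the SNA list and 10.1% in the H3K9ac list of Sham. Of the strongest SNA peaks, 94.9% were in the H3K9ac list of SNA. The SNA and the Sham lists thus differed in the kind of place at which the strongest H3K27ac peaks lay, which limits every comparison of H3K27ac between them.

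**Figure D3:**
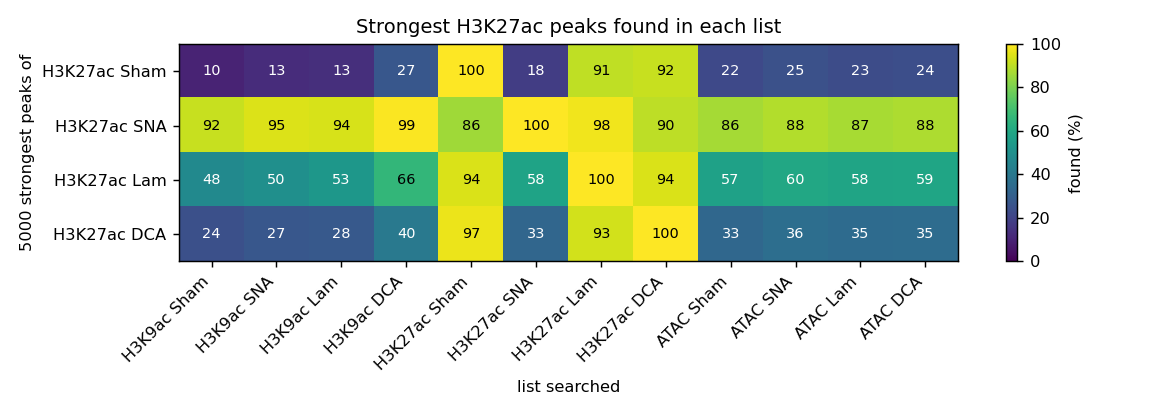
Share of the 5000 strongest peaks of each H3K27ac list (rows) that overlap a peak of another list (columns), in percent by colour and number. The strongest Sham, Lam and DCA peaks are largely found in each other's H3K27ac lists, and those of Sham are found in the SNA list at 18.1%.

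A further question was whether the injuries changed the same regions. Merging the H3K9ac lists gave 112171 regions, of which 18.8% were in all 4 lists. Of the regions changed in both comparisons, 9560 were gained after both injuries and 410 lost after both, while 1807 were gained in SNA and lost in DCA and 2675 the reverse. Concordant regions made up 69.0%, but the log2 odds ratio, which allows for the excess of gains in both comparisons, was −0.30 (95% interval −0.47 to −0.14). A −log10 q of at least 5 moved this value most, to −1.16 with an interval of −4.03 to 1.71, since 1 region was then lost after both injuries. For H3K27ac 2388 regions were gained in both and 2632 lost in both, against 9783 gained in SNA and lost in DCA and 2202 the reverse. The log2 odds ratio was −1.78 (−1.88 to −1.67), and the alternatives gave −2.25 to −0.97. The value nearest 0 came from peaks overlapping an ATAC peak. The H3K27ac lists also differed in place within both comparisons. Of the 5000 strongest peaks, 53.8% in Sham, 0.08% in SNA, 24.0% in Lam and 44.6% in DCA lay outside all ATAC and H3K9ac peaks. That difference was not separated from a change after injury, so the ratio does not show opposite responses. For H3K27me3 the log2 odds ratio was 0.38 (0.32 to 0.44). For ATAC 15699 regions were gained in both, 9653 lost in both, 13717 gained in SNA and lost in DCA, and 10852 the reverse, with a log2 odds ratio of 0.03 (−0.03 to 0.08). No excess of shared over opposite ATAC changes was detectable with all peaks. With a −log10 q of at least 5 the ratio was 0.23 (0.03 to 0.44). It was 0.058 (0.004 to 0.111) with matched depth and 0.058 (0.005 to 0.110) with equal list sizes. With peaks within 1 kb also shared it was 0.014 (−0.044 to 0.072), so the answer depended on the setting. These intervals cover counting error only.

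Position relative to genes was compared between whole lists and injury-only peaks. A gene end lay within 1 kb of 27.6% of H3K9ac peaks in Sham, 21.4% in SNA, 29.2% in Lam and 20.2% in DCA, against 5.86% of the Sham peaks moved by 1 Mb. For H3K27ac these shares were 23.9%, 22.8%, 22.9% and 25.7%, for H3K27me3 5.79%, 4.38%, 5.91% and 3.55%, and for ATAC 12.6%, 11.98%, 12.9% and 12.3%. Injury-only peaks lay at gene ends less often than the list they came from. The shares were 11.2% for SNA and 10.99% for DCA in H3K9ac, 16.002% and 13.2% in H3K27ac, 3.18% and 2.31% in H3K27me3, and 5.17% and 4.92% in ATAC. Control-only peaks were also rarer there, with 18.8% of Sham and 6.85% of Lam peaks in H3K9ac, 8.74% and 15.2% in H3K27ac, 4.85% and 5.72% in H3K27me3, and 4.54% and 5.18% in ATAC. The largest half-width of these intervals was 0.73 points. Of the injury-only H3K9ac peaks, 64.7% in SNA and 63.9% in DCA lay inside genes away from the ends. A window of 5 kb raised all shares, that of the H3K9ac Sham list to 42.8%. With it the Lam-only H3K27me3 peaks, at 16.7%, were no longer below their list, at 16.4%.

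The overlap between assays was measured within each surgery. Of the ATAC peaks, 14.1% in Sham, 16.9% in SNA, 13.0% in Lam and 20.6% in DCA overlapped an H3K9ac peak, against 2.77% to 6.00% after a move of 1 Mb. The shares for H3K27ac were 10.7%, 15.1%, 15.8% and 10.8%, against 2.78% to 4.55%. For H3K27me3 they were 15.8%, 13.1%, 23.1% and 5.37%, and after the move 12.1%, 12.1%, 15.3% and 6.49%. The H3K27ac shares rose with a −log10 q of at least 5 in both lists, that in Lam to 44.8%, while the H3K9ac shares fell to 7.92% in Sham and 14.4% in SNA and rose to 21.7% in Lam and 48.7% in DCA. With an overlap of at least 50% of the ATAC peak all shares fell, that of H3K9ac in SNA to 11.8%. Injury-only ATAC peaks met an injury-only H3K9ac peak less often than ATAC peaks at large. In SNA these shares were 4.12% and 5.82%, a ratio of 0.708 (0.687 to 0.729), and in DCA the ratio was 0.661 (0.645 to 0.678). With injury-only H3K27ac peaks the ratios were 0.528 in SNA and 0.514 in DCA. These ratios were not matched for peak strength or position. Of the 5000 strongest SNA ATAC peaks, 0% were injury-only and 84.3% overlapped an H3K9ac peak of SNA. Gene ends lay within 1 kb of 5.17% of injury-only SNA ATAC peaks and 11.98% of all. The ratios therefore do not show that gains of ATAC and of acetylation peaks lay apart. Injury-only H3K27ac peaks met injury-only H3K9ac peaks at ratios of 1.04 in SNA and 1.11 in DCA, but these fell to 0.708 and 0.792 with a −log10 q of at least 5 in all lists.

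Gene lists fixed in advance were used to ask whether net peak gain lay near genes of a known kind. Of the 32 percentiles, over 4 lists, 4 assays and 2 injury comparisons, 1 lay outside the bounds, where chance alone gives 1.6. The 40 regeneration-associated genes held 347 ATAC peaks in SNA and 225 in Sham. The net of 122 peaks compared with a median of 43 in random lists and stood at percentile 99.85. For DCA against Lam the same genes held 255 and 285 peaks, a net of −30 at percentile 5.13. For Lam against Sham the net was 60, at percentile 95.8. Under the alternatives the SNA percentile stayed between 99.47 and 99.98, while the DCA percentile ranged from 4.70 to 88.6. A window of 1 kb at gene ends moved the percentiles of the 32 most, that of the satellite glia and Schwann cell genes for H3K9ac in SNA from 14.8 to 99.36. The same window brought the sensory neuron genes to 99.1 for H3K9ac in SNA and the regeneration-associated genes to 1.85 for H3K27me3 in SNA. With equal list sizes the satellite glia and Schwann cell genes reached 98.975 for H3K9ac in DCA. The regeneration-associated genes stood at percentiles 34.5 and 29.3 for H3K9ac, 88.8 and 30.8 for H3K27ac, and 77.9 and 96.1 for H3K27me3 in SNA and DCA. Across assays and both injuries, the 20 sensory neuron genes lay between 14.8 and 90.5, the 20 satellite glia and Schwann cell genes between 14.8 and 52.65, and the 20 macrophage genes between 30.8 and 94.3.

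**Figure D4:**
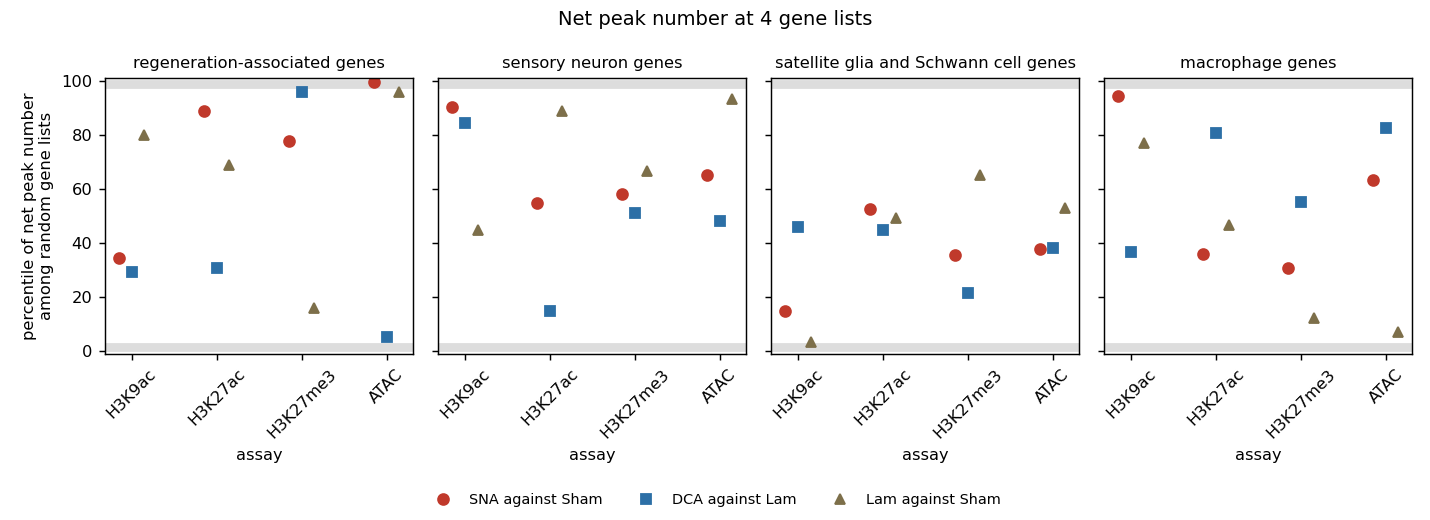
Percentile of the net peak number of 4 gene lists among 10000 random lists (vertical axis) by assay (horizontal axis), for both injuries against their controls and for Lam against Sham; each point is 1 pair of pooled lists and grey bands mark percentiles outside the bounds. The regeneration-associated genes reach percentile 99.85 for ATAC in SNA against Sham and 5.13 in DCA against Lam.

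Genes named in advance had few peaks each. In ATAC, the 6 genes Atf3, Jun, Sox11, Sprr1a, Gal and Gap43 with 10 kb on either side held 12 peaks in Sham, 30 in SNA, 19 in Lam and 21 in DCA. Gap43 had 1 ATAC peak in Sham, 8 in SNA, 4 in Lam and 6 in DCA. Atf3 had 1, 6, 6 and 7, and Sox11 had 2, 6, 1 and 2. Jun had 4, 4, 2 and 3 peaks, Gal had 3, 5, 6 and 1, and Sprr1a had 1, 1, 0 and 2. An ATAC peak lay within 1 kb of a gene end in all 4 lists for Atf3, Jun, Sox11 and Gal, for Gap43 in DCA only, and for Sprr1a in every list but Lam. In H3K9ac the 6 genes held 9, 6, 5 and 11 peaks in Sham, SNA, Lam and DCA, and in H3K27ac 8, 10, 7 and 8. Atf3 and Jun had an H3K9ac and an H3K27ac peak at a gene end in every list. Sox11 and Sprr1a had no H3K9ac peak, and Gal and Sprr1a no H3K27ac peak, in any list. The H3K27me3 numbers were 14, 25, 28 and 13. A total of 12 against 30 peaks has no replicate check, and the control lists differed by 7.

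The strongest peaks found in 1 list of a comparison were present in at least 1 other list of the assay for H3K9ac, H3K27ac and ATAC, but not for all H3K27me3 peaks. For H3K9ac, the SNA peak absent from Sham with the highest −log10 p, 15.9, spanned 87354016 to 87354823 on chromosome 16 at an end of N6amt1, with a fold enrichment of 7.44. The Sham peak absent from SNA spanned 131244584 to 131245726 on chromosome 1 at an end of Rassf5, with a −log10 p of 10.1. The DCA peak absent from Lam spanned 84221720 to 84223157 on chromosome 13 at an end of Tmem161b, with a −log10 p of 39.95 and a fold of 8.27. The Lam peak absent from DCA spanned 36528157 to 36528504 on chromosome 8, 13.6 kb from Trmt9b, with a −log10 p of 10.8. Each of these 4 peaks was in both other H3K9ac lists and in all ATAC lists.

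For H3K27ac, the Sham peak absent from SNA spanned 57708345 to 57709356 on chromosome 9 at an end of Edc3, with a −log10 p of 205.2 and a fold of 35.7, and it was in the Lam and DCA lists. The SNA peak absent from Sham spanned 75909223 to 75909604 on chromosome 15 at an end of Eef1d, with a −log10 p of 46.3, and was likewise in Lam and DCA. The DCA peak absent from Lam spanned 76033124 to 76033571 on chromosome 2 within Pde11a, with a −log10 p of 33.3, and was in the Sham list. The Lam peak absent from DCA spanned 60139383 to 60139968 on chromosome 11 within Rai1, with a −log10 p of 42.6, and was in both other lists.

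For ATAC, the SNA peak absent from Sham spanned 4057857 to 4058305 on chromosome 10 within Mthfd1l, with a −log10 p of 26.6, and was in Lam and DCA too. The Sham peak absent from SNA spanned 85177680 to 85177855 on chromosome 15, 28.1 kb from Fbln1, with a −log10 p of 34.8. The DCA peak absent from Lam spanned 118532417 to 118532895 on chromosome 3, 29.2 kb from Dpyd, with a −log10 p of 18.8, and was in Sham. The Lam peak absent from DCA spanned 8245244 to 8245619 on chromosome 3, 263.9 kb from Stmn2, with a −log10 p of 141.6, and was in Sham and SNA. All 4 H3K27me3 peaks chosen by the same rule lay on chromosome 11. The SNA peak absent from Sham spanned 5673735 to 5674490 within Ankrd36, and the Sham peak absent from SNA spanned 4210186 to 4210570 within Tbc1d10a. The DCA peak absent from Lam spanned 8096759 to 8096993, 334.7 kb from Tns3, and the Lam peak absent from DCA spanned 4265828 to 4267133 within Lif. Their fold enrichments were 2.20, 1.57, 2.01 and 2.07. The first was also in the Lam list and the last in the Sham list, while the Tbc1d10a and Tns3 peaks were in no other H3K27me3 list.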

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

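Chosen only after the results were seen were the tests of background level and of highest rank for H3K27ac, the tests of peak strength and of highest rank for H3K27me3, the tests of Lam against Sham and of SNA against Lam and DCA for the regeneration-associated genes, and the depth-matched and ATAC-limited alternatives.

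The number of H3K27ac peaks moved in opposite directions after the 2 injuries. The log2 ratio of list sizes was 0.79 for SNA over Sham and −0.53 for DCA over Lam. With 1 pooled list per surgery, the difference between these ratios was not tested. The control lists alone gave 0.62 for Lam over Sham. For SNA, depth could not be decided. The log2 ratio of background reads per kb was −0.0049, but it rests on division by the smallest peak width, 188 bp in SNA and 233 bp in Sham. Before that division the level was 2.34 reads in SNA and 2.91 in Sham. The SNA reads had also been scaled, and before scaling the background was 16.4 reads per kb in SNA against 12.5 in Sham. Removal of peaks by the authors after ranking is a candidate explanation. The highest rank in the peak names gave a log2 ratio of −0.11, so the longer ranked list was not larger in SNA, and 71.8% of the ranks were kept in SNA against 38.4% in Sham. With a −log10 q of at least 5 the ratio was −0.031, but among peaks with a q of at most 0.05 it was 0.75. For DCA, removal after ranking alone is argued against, since the highest rank was also smaller than in Lam, with a log2 ratio of −0.29. Depth could not be decided there either. The DCA list had the lowest background of the assay, 10.3 reads per kb against 14.7 in Lam, and depth matching, which rescales only peaks already listed, gave −0.52. A change in H3K27ac after injury stays open and untested.

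The number of H3K27me3 peaks likewise rose in 1 comparison and fell in the other, with log2 ratios of 0.20 for SNA over Sham and −0.78 for DCA over Lam. This difference was not tested either, and Lam over Sham gave 0.33. Most of these peaks were weak. Among peaks with a q of at most 0.05 the log2 ratio of SNA over Sham was −2.89, the opposite direction, so the larger SNA list may come from peaks that cannot be told from background. For DCA over Lam the same restriction gave −4.41, but it kept only 43 of 90011 peaks in DCA and 916 of 154055 in Lam. With so few peaks kept, it cannot tell whether weak peaks account for the smaller DCA list. Removal after ranking alone is argued against, since the highest rank was also smaller in DCA, with a log2 ratio of −0.46. The depth of the broad lists could not be recovered, so a shallower DCA library and a lower level of H3K27me3 both stay open.

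ATAC peaks at the regeneration-associated genes stood at percentile 99.85 for SNA against Sham and 5.13 for DCA against Lam. The net peak numbers differed by 152 between the comparisons, against a median of 43 in random lists (percentile 99.865). That percentile describes these lists and does not test the conditions. With windows of 1 kb at gene ends the DCA value was 88.6, so its low side does not hold near gene ends. The list was 1 of 32 percentiles, of which chance puts 1.6 outside the bounds. For SNA the percentile was 99.92 with matched depth. Depth matching rescales only peaks already listed, so a part played by depth could not be decided. A low number of peaks in the Sham list could not be excluded. Lam against Sham stood at 95.845, short of the upper bound. Without the Sham list, SNA against DCA stood at 99.91 and SNA against Lam at 98.505. The first fell to 87.92 within 1 kb of a gene end and the second to 94.315 with 50 kb, each below the bound. Nor could the weight of a few genes, since the number of genes with more peaks in SNA, 25 against 10 with fewer, stood at percentile 91.215. That percentile was 99.11 with equal list sizes, 98.365 within 1 kb of a gene end and 73.17 with 50 kb, so it changed its side of the bound with the setting. Leaving out 1 gene gave 99.325 to 99.93. Leaving out the 3 genes of highest net, which lowers the net by construction, gave 95.555, below the upper bound. A wider opening of chromatin near these genes after peripheral axotomy may be present, and stays a hypothesis without a replicate check.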

How the results depend on the processing

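The depth-matched tests and those limited to peaks overlapping an ATAC peak were chosen only after the results were seen. No paired analysis was possible because each list pooled all replicates of a surgery, and for the same reason no replicate could be left out. Gene list percentiles of the injury comparisons stayed on their side of the bounds in 140 cases and passed a bound in 4. Of the other results that answer a comparison, 34 values stayed within their interval, or within 1.5 times for a number of peaks, 236 moved and 2 reversed. A further 24 could not change, since they used every sequence in files that hold the named chromosomes only. Among ratios of list sizes 4 stayed, 17 moved and 6 reversed. Among differences between paired shares 34 stayed, 65 moved and 17 reversed. Of the shares of SNA against DCA, 10 stayed and 48 moved. The values that stayed among these differences and shares include those that used every sequence. Those could not change either, so these counts overstate how many values held. Values are given in the order Sham, SNA, Lam and DCA unless stated. Where no cause is given for a change, the cause was not tested.

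With a −log10 q of at least 5 all lists shrank by construction. H3K9ac lists held 2137, 8031, 7108 and 42723 peaks. H3K27ac lists held 25221, 24680, 35368 and 20612 peaks. H3K27me3 lists held 128, 51, 76 and 1 peaks. ATAC lists held 21157, 35056, 20850 and 26768 peaks. No share was computed for H3K27me3 comparisons, whose lists then fell below 100 peaks in 3 surgeries. Among H3K9ac, H3K27ac and ATAC, log2 ratios of list size that reversed were −0.031 for H3K27ac SNA over Sham and −0.021 for ATAC Lam over Sham. No ratio was taken for H3K27me3, where SNA and Lam then held fewer peaks than Sham, opposite to the whole lists. For H3K9ac, 79.4% of SNA peaks and 25.1% of Sham peaks (SNA against Sham), 84.5% of DCA peaks and 3.87% of Lam peaks (DCA against Lam) and 78.6% of Lam peaks and 31.2% of Sham peaks (Lam against Sham) were unmatched. For H3K27ac, 60.9% of SNA peaks and 61.4% of Sham peaks (SNA against Sham), 24.9% of DCA peaks and 57.4% of Lam peaks (DCA against Lam) and 52.6% of Lam peaks and 32.8% of Sham peaks (Lam against Sham) were unmatched. For ATAC, 57.3% of SNA peaks and 29.3% of Sham peaks (SNA against Sham), 48.2% of DCA peaks and 33.4% of Lam peaks (DCA against Lam) and 38.4% of Lam peaks and 39.3% of Sham peaks (Lam against Sham) were unmatched. The difference between paired shares, in points, reversed to 47.4 for H3K9ac Lam and Sham, −0.525 for H3K27ac SNA and Sham and −0.889 for ATAC Lam and Sham. Log2 odds ratios of region changes moved to −1.16 for H3K9ac, −2.25 for H3K27ac and 0.23 for ATAC. ATAC peaks overlapped H3K9ac at 7.92% in Sham, 14.4% in SNA, 21.7% in Lam and 48.7% in DCA. ATAC peaks overlapped H3K27ac at 27.7% in Sham, 28.2% in SNA, 44.8% in Lam and 23.9% in DCA. ATAC peaks overlapped H3K27me3 at 0.0331% in Sham. Ratios of injury-only to all peaks in SNA and DCA were 0.307 and 0.457 for ATAC with H3K9ac, 0.293 and 0.287 for ATAC with H3K27ac and 0.708 and 0.792 for H3K27ac with H3K9ac. The last pair had been above 1 with all peaks, so its direction reversed.

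Querying only the 5000 strongest peaks of a list against the whole other list lowered the shares for H3K9ac and ATAC in every comparison. For H3K9ac, 2.38% of SNA peaks and 1.8% of Sham peaks (SNA against Sham), 2.34% of DCA peaks and 0.3% of Lam peaks (DCA against Lam) and 6.92% of Lam peaks and 2.98% of Sham peaks (Lam against Sham) were unmatched. For H3K27ac, 14.2% of SNA peaks and 81.9% of Sham peaks (SNA against Sham), 6.78% of DCA peaks and 5.72% of Lam peaks (DCA against Lam) and 5.68% of Lam peaks and 9.48% of Sham peaks (Lam against Sham) were unmatched. For H3K27me3, 73.9% of SNA peaks and 72.1% of Sham peaks (SNA against Sham), 68.5% of DCA peaks and 81.8% of Lam peaks (DCA against Lam) and 70.3% of Lam peaks and 69.7% of Sham peaks (Lam against Sham) were unmatched. For ATAC, 0% of SNA peaks and 0.02% of Sham peaks (SNA against Sham), 0% of DCA peaks and 0.04% of Lam peaks (DCA against Lam) and 0.02% of Lam peaks and 0.02% of Sham peaks (Lam against Sham) were unmatched. Differences between the shares reversed to 3.94 for H3K9ac Lam and Sham, −67.7 for H3K27ac SNA and Sham, 1.06 for H3K27ac DCA and Lam, −3.8 for H3K27ac Lam and Sham, −57.3 for H3K27ac SNA and DCA, −0.02 for ATAC SNA and Sham and −0.04 for ATAC DCA and Lam. For ATAC these rest on at most 2 peaks in a list.

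With equal list sizes the difference that list size alone makes was removed. For H3K9ac, 39.4% of SNA peaks and 34.2% of Sham peaks (SNA against Sham), 45.9% of DCA peaks and 31.4% of Lam peaks (DCA against Lam) and 40.8% of Lam peaks and 43.5% of Sham peaks (Lam against Sham) were unmatched. For H3K27ac, 53.3% of SNA peaks and 51.9% of Sham peaks (SNA against Sham), 36.6% of DCA peaks and 42.8% of Lam peaks (DCA against Lam) and 41.97% of Lam peaks and 38.4% of Sham peaks (Lam against Sham) were unmatched. For H3K27me3, 78.7% of SNA peaks and 79.7% of Sham peaks (SNA against Sham), 77.3% of DCA peaks and 79.2% of Lam peaks (DCA against Lam) and 77.4% of Lam peaks and 78.4% of Sham peaks (Lam against Sham) were unmatched. For ATAC, 57.3% of SNA peaks and 56.9% of Sham peaks (SNA against Sham), 57.4% of DCA peaks and 56.7% of Lam peaks (DCA against Lam) and 58.8% of Lam peaks and 58.97% of Sham peaks (Lam against Sham) were unmatched. The excess of H3K9ac SNA-only peaks over the control pair was then gone. Differences in points reversed to −1.002 for H3K27me3 SNA and Sham, −0.939 for H3K27me3 Lam and Sham, −0.1296 for ATAC Lam and Sham and −0.02605 for ATAC SNA and DCA. Region log2 odds ratios moved to −1.01 for H3K27ac and 0.45 for H3K27me3. The satellite glia and Schwann cell genes rose to percentile 98.97 for H3K9ac in DCA against Lam.

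A reciprocal overlap of 50% is stricter by construction and raised the shares. For H3K9ac, 70.1% of SNA peaks and 55.6% of Sham peaks (SNA against Sham), 82.2% of DCA peaks and 68.5% of Lam peaks (DCA against Lam) and 66.2% of Lam peaks and 65.97% of Sham peaks (Lam against Sham) were unmatched. For H3K27ac, 82.5% of SNA peaks and 69.7% of Sham peaks (SNA against Sham), 59.9% of DCA peaks and 72.3% of Lam peaks (DCA against Lam) and 71.9% of Lam peaks and 56.9% of Sham peaks (Lam against Sham) were unmatched. For H3K27me3, 92.1% of SNA peaks and 90.9% of Sham peaks (SNA against Sham), 90.1% of DCA peaks and 94.2% of Lam peaks (DCA against Lam) and 91.4% of Lam peaks and 89.3% of Sham peaks (Lam against Sham) were unmatched. For ATAC, 70.3% of SNA peaks and 66.2% of Sham peaks (SNA against Sham), 69.9% of DCA peaks and 68.7% of Lam peaks (DCA against Lam) and 71.2% of Lam peaks and 70.4% of Sham peaks (Lam against Sham) were unmatched. A single difference in points reversed, to 0.225 for H3K9ac Lam and Sham.

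Counting peaks within 1 kb as shared is looser and lowered the shares. For H3K9ac, 31.5% of SNA peaks and 12.01% of Sham peaks (SNA against Sham), 45.3% of DCA peaks and 9.39% of Lam peaks (DCA against Lam) and 25.2% of Lam peaks and 27.7% of Sham peaks (Lam against Sham) were unmatched. For H3K27ac, 46.02% of SNA peaks and 31.9% of Sham peaks (SNA against Sham), 16.9% of DCA peaks and 37.3% of Lam peaks (DCA against Lam) and 38.8% of Lam peaks and 19.8% of Sham peaks (Lam against Sham) were unmatched. For H3K27me3, 60.1% of SNA peaks and 57.7% of Sham peaks (SNA against Sham), 49.4% of DCA peaks and 70.8% of Lam peaks (DCA against Lam) and 58.6% of Lam peaks and 53.3% of Sham peaks (Lam against Sham) were unmatched. For ATAC, 46.4% of SNA peaks and 40.9% of Sham peaks (SNA against Sham), 44.6% of DCA peaks and 41.5% of Lam peaks (DCA against Lam) and 45.4% of Lam peaks and 45.3% of Sham peaks (Lam against Sham) were unmatched. The region log2 odds ratio became −2.03 for H3K27ac.

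Depth matching applied to the narrow lists and not to the broad H3K27me3 lists. For H3K9ac, 49.4% of SNA peaks and 22.8% of Sham peaks (SNA against Sham), 60.3% of DCA peaks and 21.8% of Lam peaks (DCA against Lam) and 40.5% of Lam peaks and 45.03% of Sham peaks (Lam against Sham) were unmatched. For H3K27ac, 65.3% of SNA peaks and 42.7% of Sham peaks (SNA against Sham), 28.1% of DCA peaks and 53.1% of Lam peaks (DCA against Lam) and 54.3% of Lam peaks and 28.97% of Sham peaks (Lam against Sham) were unmatched. For ATAC, 59.95% of SNA peaks and 53.6% of Sham peaks (SNA against Sham), 58.9% of DCA peaks and 55.4% of Lam peaks (DCA against Lam) and 58.4% of Lam peaks and 59.7% of Sham peaks (Lam against Sham) were unmatched. List size log2 ratios reversed to −0.055 for H3K9ac Lam over Sham and −0.043 for ATAC Lam over Sham. The difference in points reversed to −1.27 for ATAC Lam and Sham.

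Limiting the marks to peaks overlapping an ATAC peak removed peaks by construction. For H3K9ac, 46728 peaks were left in SNA, 33453 in Lam and 53106 in DCA. H3K27ac lists held 25361, 43100, 39585 and 27130 peaks. H3K27me3 lists held 42888, 41773, 64175 and 20759 peaks. Reversed log2 ratios of list size were −0.093 for H3K9ac Lam over Sham and −0.038 for H3K27me3 SNA over Sham. For H3K9ac, 40.1% of SNA peaks and 19.7% of Sham peaks (SNA against Sham), 52.99% of DCA peaks and 12.1% of Lam peaks (DCA against Lam) and 31.3% of Lam peaks and 37.98% of Sham peaks (Lam against Sham) were unmatched. For H3K27ac, 55.3% of SNA peaks and 26.4% of Sham peaks (SNA against Sham), 20.9% of DCA peaks and 48.8% of Lam peaks (DCA against Lam) and 50.6% of Lam peaks and 21.5% of Sham peaks (Lam against Sham) were unmatched. For H3K27me3, 65.5% of SNA peaks and 69.2% of Sham peaks (SNA against Sham), 51.7% of DCA peaks and 85.2% of Lam peaks (DCA against Lam) and 67.6% of Lam peaks and 54.6% of Sham peaks (Lam against Sham) were unmatched. A difference in points reversed, to −3.69 for H3K27me3 SNA and Sham. Log2 odds ratios became −0.97 for H3K27ac and 0.64 for H3K27me3.

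A gene-end window of 5 kb raised each share. H3K9ac shares were 42.8%, 36.6%, 43.4% and 35.7% for whole lists, and 27.4%, 36.3%, 28.4% and 20.04% for the unmatched peaks of SNA, Sham, DCA and Lam. H3K27ac shares were 38.5%, 36.8%, 37.2% and 40.7% for whole lists, and 30.1%, 24.2%, 28.8% and 29.9% for the unmatched peaks of SNA, Sham, DCA and Lam. H3K27me3 shares were 15.3%, 12.9%, 16.4% and 11.6% for whole lists, and 10.9%, 14.5%, 8.83% and 16.7% for the unmatched peaks of SNA, Sham, DCA and Lam. ATAC shares were 24.5%, 24.3%, 25.95% and 24.5% for whole lists, and 17.5%, 15.98%, 16.6% and 18.2% for the unmatched peaks of SNA, Sham, DCA and Lam.

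Requiring an overlap of 50% of the queried peak lowered the overlap between assays. ATAC peaks met H3K9ac at 9.45% in Sham, 11.8% in SNA, 8.48% in Lam and 17.2% in DCA. ATAC peaks met H3K27ac at 6.45% in Sham, 10.3% in SNA, 11.5% in Lam and 6.29% in DCA. ATAC peaks met H3K27me3 at 12.8% in Sham, 9.57% in SNA, 18.1% in Lam and 3.74% in DCA. The injury-only ratios in SNA and DCA became 0.902 and 0.748 for ATAC with H3K9ac, 0.731 and 0.797 for ATAC with H3K27ac and 1.13 and 1.19 for H3K27ac with H3K9ac.

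Gene lists counted within 1 kb of a gene end put 3 percentiles past a bound that were inside it with the wider window. They were 99.1 for the sensory neuron genes and 99.4 for the satellite glia and Schwann cell genes, both for H3K9ac in SNA, and 1.85 for the regeneration-associated genes in H3K27me3 in SNA. The ATAC percentile of the regeneration-associated genes in SNA kept its side of the bound under every alternative run, between 99.47 and 99.98. The weak H3K27me3 lists limit each comparison of that mark, since 43 to 1613 of their peaks had a q of at most 0.05.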

Other observations

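Chosen only after the results were seen were the tests of list sensitivity, of overlap with open chromatin and of read scaling for H3K27ac, the test of a closed domain on chromosome 11, and the limits of that region.

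The strongest H3K27ac peaks of the Sham list were the ones most often absent from SNA. Of the 5000 strongest, 81.88% were missing, against 37.5% of the other 38803. From Lam 9.48% were missing and from DCA 8.28%. Lower sensitivity of the SNA list would remove weak peaks first, and the 81.88% argues against it as the whole cause. Loss of H3K27ac at open chromatin is also argued against, since 22.02% of these peaks overlapped a Sham ATAC peak. Scaling of the ChIP reads, which was found in the SNA list only, is argued against on the same ground. A single factor lowers every peak in proportion, so the weaker peaks, of which 37.5% were missing, would be lost before the strongest.

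Many of the strong Sham peaks lay outside all ATAC and H3K9ac peaks, 53.8% of the 5000 strongest against 0.08% in SNA, 24.0% in Lam and 44.6% in DCA. Of the 10770 Sham peaks outside, 3741 were in both Lam and DCA, and 4.60% of those were in SNA. These 3741 had a median fold of 8.02, and 4.197% lay at a gene end. A candidate explanation is a separate set of DNA fragments in the Sham, Lam and DCA libraries. Among Sham peaks at any ATAC peak, 41.0% of the 5000 strongest were missing from SNA against 12.4% from Lam. That limit is loose, as 22.1% of moved peaks passed it. A stricter limit used ATAC peaks with a −log10 q of at least 5, which 3.76% of moved peaks passed. Among Sham peaks there, 12.16% of the 5000 strongest were missing from SNA, 5.66% from Lam and 15.7% from DCA. Each limit drew its 5000 strongest peaks anew. Only 38.66% of the original 5000 passed the first limit and 15.92% the second. These shares therefore cover mostly other peaks, and they do not show that the original strongest peaks at ATAC peaks were kept in SNA. A mislabelled SNA list made with the H3K9ac antibody cannot be told apart from an H3K27ac list here. At ATAC peaks, 42.0%, 40.74%, 40.8% and 44.4% of its 5000 strongest peaks were among the strongest of H3K9ac in Sham, SNA, Lam and DCA, against 26.4%, 40.36% and 34.2% for H3K27ac in Sham, Lam and DCA. The H3K27ac shares were lower, but they fell in the order in which the share outside ATAC and H3K9ac peaks rose, so the extra fragments could have lowered them. Where the extra fragments would come from was not tested, and no biological explanation was tested beyond the loss at open chromatin.

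The H3K9ac lists were larger in both injuries than in their controls, and so was their background level. Matching the depth of the 4 lists left a log2 ratio of 0.55 for SNA over Sham and 0.71 for DCA over Lam. Depth matching rescales only peaks already listed, so a part played by depth cannot be told apart from a gain of H3K9ac. The control lists point both ways. Lam had a background of 15.6 reads per kb and Sham 7.87, with 0.666% more peaks in Lam over whole lists. With a −log10 q of at least 5, Lam had 7108 peaks and Sham 2137, a log2 ratio of 1.73, near the 1.91 of SNA over Sham, so the number of strong peaks rose with the background in the controls as well. All 4 lists had their ChIP reads scaled, to different degrees, and the background before scaling was 25.0 to 28.3 reads per kb.

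The strongest H3K27me3 peaks were crowded between 3 and 9 Mb on chromosome 11. Of peaks with a q of at most 0.05, 80 of 1613 lay there in Sham, 87 of 218 in SNA, 97 of 916 in Lam and 43 of 43 in DCA, while 0.16% to 0.27% of all H3K27me3 peaks did. Their median fold ranged from 1.16 in Sham to 1.59 in DCA. A block of DNA over-represented in the libraries could give this, but the test cannot tell. The background recovered at H3K9ac and H3K27ac peaks in the block was 1.00 to 1.05 times that elsewhere over 8 lists, which are other libraries than those of H3K27me3. A domain of closed chromatin cannot be decided either. The mean number of H3K9ac and ATAC peaks per Mb in the block was 1.26 to 2.12 times the median per Mb in the rest of the chromosome. A mean is there set against a median, and the limits of the block are broad. The peaks lay between 3308290 and 6237395 in SNA and between 4648739 and 8206950 in DCA, so closed stretches within the block may be missed.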
